A study of Arabidopsis thaliana with 8 samples. Its data were reported in "Contribution of epigenetic variation to adaptation in Arabidopsis" (2018).

How the data were processed

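Bisulfite sequencing was applied to 8 samples of Arabidopsis thaliana, each a pool of DNA from the whole above-ground tissue of 4 plants that were 25 days old. Bisulfite converts unmethylated cytosines, which are then read as thymines, and leaves methylated cytosines unchanged. The plants belonged to 2 recombinant inbred lines, CVL39 and CVL125, whose genomes are mosaics of the accessions Ler and Cvi. For each line there was 1 ancestral pool and 3 selected pools, from populations that had gone through 5 generations of selection in replicate landscapes 1, 5 and 6 and then 2 generations without selection.

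The authors sequenced the pools on the SOLiD platform and aligned the reads with SOCS, allowing up to 4 mismatches, to Ler and Cvi sequences that they had built from the TAIR10 assembly and known base differences. Each selected pool was then compared with the ancestral pool of the same line. The deposited list for each selected pool gives a chromosome, a strand, a position and a p-value for every cytosine that differed, here called a differentially methylated cytosine (DMC). The p-values are the authors' and are unadjusted, and every listed p-value was at most 0.05. The test that gave them, the coverage minimum and the criterion for testing a cytosine are not stated. The lists hold no read counts, methylation levels or direction of change, so the depth behind each cytosine is unknown and no methylation level was computed.

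To learn what kind of test the deposited p-values came from, each was compared at 6 significant digits with all two-sided Fisher's exact p-values that 4 to 15 reads in each of the compared pools can give. Such a value was found for 84.0% of the 71531 listed p-values, against 0.0201% of the same number of random values. One-sided Fisher's exact p-values were found for 73.1%.

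Positions were matched to the TAIR10 genome sequence. Read as counted from 0, between 99.38% and 99.57% of the nuclear positions of a list fell on a cytosine of the stated strand, against 12.3% to 14.2% when counted from 1, so the lists were read as counted from 0. Coordinates are printed counted from 1. The 376 nuclear positions that did not fall on a cytosine were left out, as were the 338 chloroplast and 253 mitochondrial positions, which are described separately. Each remaining cytosine was assigned to the CG, CHG or CHH context (H being A, C or T) from the reference sequence. Base differences between the parents and TAIR10 were not used here.

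The design set the selected population as the unit of replication, with 3 populations per line. Differences between CVL39 and CVL125 were tested with two-sided exact permutation tests over populations, whose smallest possible p is 0.1. Of these, 5 comparisons were adjusted with the Benjamini-Hochberg method. Each line has its own ancestral pool behind all of its lists, so a difference in depth or sampling between those pools could alone separate the lines. The permutation p-values between lines do not account for this. The number of positions shared by lists was compared, one-sided, with 1000 draws of random cytosines of the nuclear genome, made with replacement and matched on list and context, with a smallest possible p of 0.001. Distances between neighbouring DMCs and the share of CG DMCs in gene bodies were compared with 100 such draws, with a smallest possible p of 0.01. Because the cytosines that had enough reads to be tested are not known, the draws came from all cytosines of the genome and not from the tested ones. Draws from the tested ones could lower the excess of shared positions and of short distances. They could also change the random share in gene bodies. The small resampling p-values do not account for this. The lists of a line share 1 ancestral pool. For comparison, the share of calls that recur when nothing has changed was computed by enumerating the reads of 3 selected pools against a common ancestral pool, for 4 to 30 reads per pool and methylation levels of 20%, 50% and 80%. The overlap resampling was tested on simulated data: it recovered 200 of 200 planted shared positions, and with nothing planted gave a p of 0.05 or less for 4 of 100 simulated pairs of lists.

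Gene bodies were those of 27444 protein-coding nuclear genes of the reference annotation. The named genes followed a rule: for each line, the 5 genes with the most positions listed in all 3 landscapes, ties ordered by locus identifier, and 12 genes fixed from the text of the study. The rule asked for positions changed the same way in all landscapes, and since the lists give no direction, recurrence alone was used. Shares within a list are given with exact Clopper-Pearson intervals at the 95% level, which cover counting error only. Odds ratios of pooled counts have exact conditional intervals at the same level. These intervals treat a position found in several lists as separate counts, so they may be too narrow. Runs of at least 4 CT dinucleotides on either strand were located in the genome after an excess of CHH DMCs in them was seen.

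The alternatives were p-values at least 10 times smaller than the largest of the list, leaving out chromosome 2, counting both strands of a CG or CHG site once, positions within 50 bp, distance limits of 50 and 200 bp, gene bodies with 1 kb on both sides, leaving out each landscape in turn, and blocking by landscape number. Added after the data were seen were leaving out CT runs, random cytosines from the same 100 kb window, keeping all listed positions, and, for distances, leaving out each landscape. The direction of change, the size of methylation differences, a Fisher's exact test per cytosine and the transposon share were planned and are not analysed here. The first 3 need reads or levels that the lists do not hold, and the transposon share needs an annotation of transposons. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.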

Results

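The data were 6 lists of cytosines at which a pool of selected plants differed in DNA methylation from the ancestral pool of the same line. CVL39 and CVL125 are recombinant inbred lines, each descended from a cross of the Arabidopsis accessions Ler and Cvi, and each was represented by 3 selected pools from landscapes 1, 5 and 6. The 2 ancestral pools have no list of their own and entered only as the reference of each comparison. Replication was therefore 3 populations per line, with 1 pool of 4 plants per population and 1 ancestral pool behind all 3 lists of a line. The read depth of the pools is not given in the lists, and neither are methylation levels. Everything reported here concerns which cytosines were called as differentially methylated cytosines (DMCs) and not by how much, or in which direction, they changed.

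The first question was how many cytosines differed after selection in each line. In CVL39 the lists held 11449 positions for landscape 1, 12788 for landscape 5 and 12942 for landscape 6. In CVL125 they held 12719 for landscape 1, 14244 for landscape 5 and 7389 for landscape 6. After restriction to nuclear cytosines, CVL39 had 12210 ± 820 DMCs (SD, n = 3) and CVL125 had 11311.3 ± 3558 DMCs (SD, n = 3). The difference of 898.7 DMCs was smaller than the spread between CVL125 populations (exact permutation test, two-sided, p = 0.8, adjusted 0.8 over 5 comparisons between lines; the smallest possible p is 0.1). It changed sign without landscape 6, when CVL125 had more (difference −1378 DMCs). The authors' p-values had a median between 0.021 and 0.0286 in the 6 lists. The share of listed p-values under 0.005 was lowest in CVL125 landscape 6, at 10.2%, and between 16.1% and 22.7% in the other lists.

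The next question was in which sequence context the DMCs lay. CG cytosines made up 12.99% of nuclear cytosines in the reference, CHG 14.2% and CHH 72.8%. Among DMCs of CVL39 the CG share was 45.5% ± 1.62 (SD, n = 3), the CHG share 20.1% ± 0.76 and the CHH share 34.4% ± 1.23. Among DMCs of CVL125 the CG share was 42.7% ± 5.29 (SD, n = 3), the CHG share 18.2% ± 4.2 and the CHH share 39.1% ± 1.54. CG was over-represented relative to the genome in every list, by 2.86-fold in CVL125 landscape 6 to 3.67-fold in CVL125 landscape 5. The lowest CG share, 37.2% in CVL125 landscape 6, had an exact Clopper-Pearson interval of 36% to 38.3%. Between lines the CG share differed by 2.84 percentage points (exact permutation p = 0.6, adjusted 0.8), within the spread of the CVL125 populations. The CHH share was lower in every CVL39 list than in every CVL125 list, by −4.71 percentage points on average (exact permutation p = 0.1, the smallest possible; adjusted 0.5), a separation that was lost without the CT runs described next. Restriction to p-values at least 10 times smaller than the largest of a list moved the CG comparison most, to a difference of 11.8 percentage points (exact permutation p = 0.1), with CG shares of 65.3% to 69.8% in CVL39 and 51.6% to 61.1% in CVL125. Without landscape 6 the difference in CG share changed sign, to −0.377 percentage points. Counted as numbers, CHG DMCs separated the lines, with 2327 to 2596 in CVL39 and 1675 to 2107 in CVL125 (exact permutation p = 0.1, the smallest possible). The numbers of CG and CHH DMCs of the lines overlapped. These comparisons of numbers by context were not among the adjusted ones. Since each line has its own ancestral pool, the depth of that pool could alone give such a separation.

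**Figure D1:**
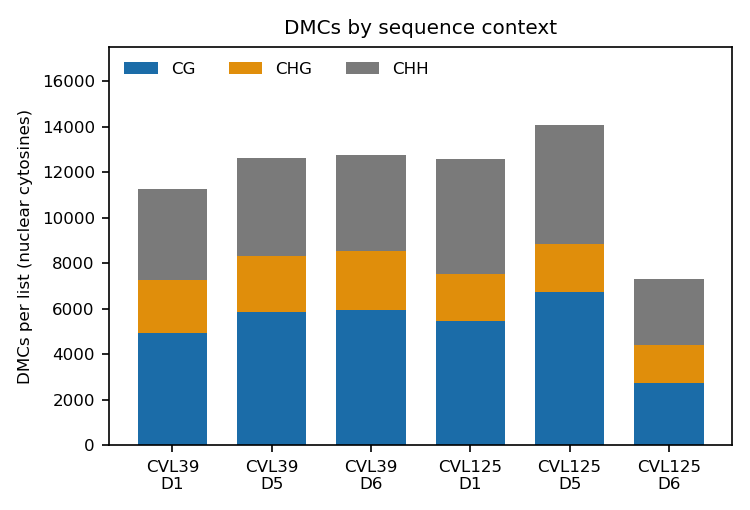
Bars show the number of nuclear DMCs in each of the 6 lists, stacked by CG, CHG and CHH context, 1 list per population. The bar of CVL125 landscape 6 (D6) is the shortest, with 7297 DMCs, and the others lie between 11266 and 14074.

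A share of the CHH DMCs lay in runs of at least 4 CT dinucleotides, which hold 0.315% of the genome's CHH cytosines. In CVL125, 25.3% of the CHH DMCs of landscape 1 and 26.5% of those of landscape 5 lay in such runs, against 5.91% in landscape 6. In CVL39 the share was 4.78%, 7.59% and 3.42% in landscapes 1, 5 and 6. Without these runs the mean difference in CG share between the lines was 0.0136 percentage points, with lists of CVL125 on both sides of those of CVL39. The CHH shares no longer separated the lines either, with a mean difference of −0.911 percentage points (exact permutation p = 0.8), 32.5% to 34.6% in CVL39 and 30.5% to 38.5% in CVL125. In landscapes 1, 5 and 6 the CG share without runs was 44.4%, 47.8% and 46.9% in CVL39 and 48.1%, 52.9% and 38% in CVL125.

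Along the chromosomes, DMCs were unevenly spread. Counted in windows of 500 kb, the richest window was chromosome 4, 3500001 to 4000000, in 5 of the 6 lists, with 217 to 313 DMCs, where the median window held 18.5 to 45. The exception was CVL39 landscape 5, in which chromosome 3, 13500001 to 14000000, held 288 DMCs. That window was also the one, of 240, with the largest excess of CVL39 over CVL125, at 265.3 ± 30.2 against 74.3 ± 18.2 DMCs (SD, n = 3 each; exact permutation p = 0.1, the smallest possible). The window with the largest excess of CVL125, chromosome 2, 18000001 to 18500000, held 124.3 ± 79.7 DMCs against 40.3 ± 11.1 (SD, n = 3 each; exact permutation p = 0.3). Both windows were chosen by these differences, so their p-values do not account for that choice.

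**Figure D2:**
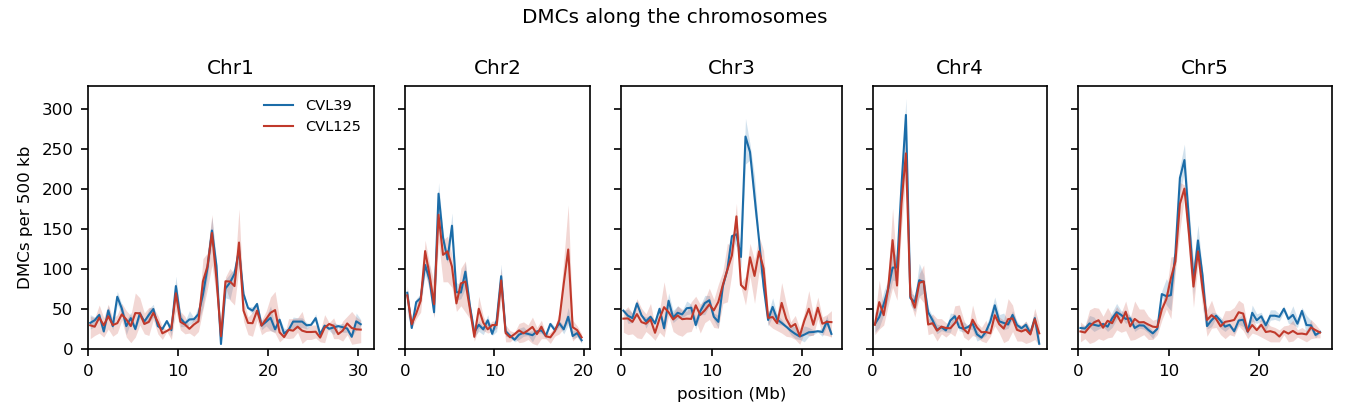
Lines give the mean number of DMCs per 500 kb window over the 3 lists of each line and shading the range of the 3 lists, against position in Mb on chromosomes 1 to 5. The largest excess of CVL39 is in the window of chromosome 3 that starts at base 13500001, and the largest excess of CVL125 in that of chromosome 2 that starts at base 18000001.

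Whether independent populations of a line acquired the same differences was addressed by the overlap of their lists. Landscapes 1 and 5 of CVL39 shared 2000 DMCs, landscapes 1 and 6 shared 1926 and landscapes 5 and 6 shared 2141, which is 17% to 17.8% of the shorter list. In CVL125, landscapes 1 and 5 shared 3623 (28.8%), landscapes 1 and 6 shared 1359 (18.6%) and landscapes 5 and 6 shared 1397 (19.1%). Random lists of the same size and context composition shared at most 19 positions in 1000 draws for any of these pairs (p = 0.001 by resampling instead of exact enumeration for each of 15 pairs within and between lines, the smallest possible and the same after adjustment). Over the 6 pairs within a line, the shared fraction averaged 25.6% in CG, 11.9% in CHG and 17.2% in CHH. The highest value in CHH was 32.6%, for landscapes 1 and 5 of CVL125. Of the 1640 CHH positions in that overlap, 924 lay in CT runs. Outside the runs the same pair shared 19% of CHH DMCs, and the other pairs of CVL125 shared 14.5% and 15.7%.

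In CVL39, 748 of 31311 distinct positions (2.39%) were listed in all 3 landscapes, among them 539 in CG, 59 in CHG and 150 in CHH. In CVL125, 639 of 28194 distinct positions (2.27%) were listed in all 3, among them 328 in CG, 65 in CHG and 246 in CHH. Random lists gave means of 0.008 and 0.007 such positions (p = 0.001 by resampling instead of exact enumeration for each line, the smallest possible). Allowing positions within 50 bp raised these counts to 3007 and 3134, and the same restriction to small p-values lowered them to 137 and 63. Without landscape 6, when a position needed only the 2 remaining lists, they were 2000 and 3623. Random cytosines are not the only background for this comparison, because the 3 lists of a line share an ancestral pool. When unchanged selected pools were compared with a common ancestral pool by enumeration, 6.25% to 20.6% of calls recurred in another given list and 0.391% to 8.39% in all 3, depending on reads and methylation level. Counted in the same way, as a share of all calls of a list, 9.59% to 13.7% of CHG calls recurred in another given list, inside that range. For CG the recurring share was 20.8% to 31.2%, above the range, except for the calls of CVL125 landscapes 1 and 5 that recurred in landscape 6, at 12.1% and 9.88%, which were inside it. For CHH it was 9.85% to 18.1%, inside the range, except for CVL125 landscapes 1 and 5 in each other, at 32.6% and 31.2%. Of all calls of a list, 5.87% to 6.64% in CVL39 and 4.54% to 8.76% in CVL125 recurred in all 3 lists. These shares lay inside the no-change range for all 3 lists, except for the highest, in CVL125 landscape 6. In CG alone, 9.11% to 11% of the calls in CVL39 recurred in all 3, above that range, and 4.89% to 12.1% in CVL125, above it only in landscape 6. In CHG the share over both lines was 2.27% to 3.88%, inside the range. In CHH it was 3.47% to 8.45%, slightly above the range only in CVL125 landscape 6. The tops of both ranges, 20.6% and 8.39%, came from 4 reads at methylation levels of 20% and 80%. Levels further from 50% and unequal reads were not enumerated, so the limits depend on the levels chosen. Shares above them, in CG or CHH, therefore do not exclude the shared ancestral pool.

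**Figure D3:**
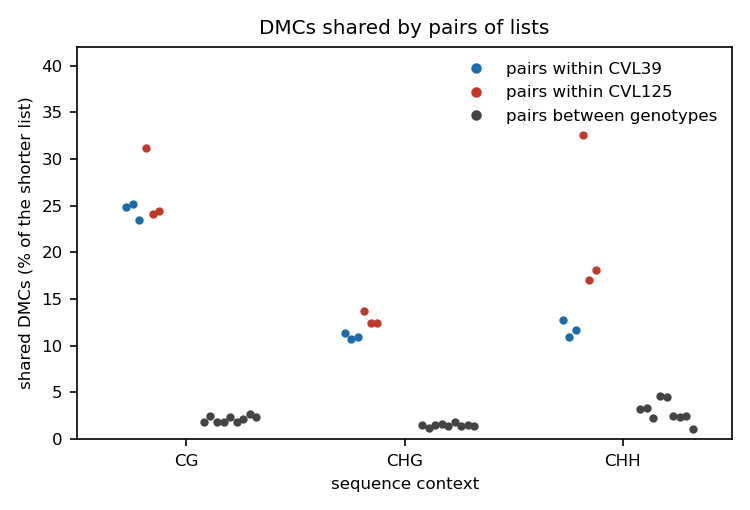
Each point is a pair of lists and gives the shared DMCs as a percentage of the shorter list, by context, for pairs within CVL39, within CVL125 and between lines. Pairs within a line share 10.7% to 32.6%, and pairs between lines 1.1% to 4.65%.

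Because the lines have separate ancestral pools, the overlap between lines has no shared reference. The 9 pairs of lists from different lines shared 121 to 359 DMCs, 1.66% to 2.85% of the shorter list, against 10 to 22 as the highest in random lists for any pair. The mean shared fraction was 17.5 percentage points higher within lines than between them. No test is given for this difference, since with nothing changed the common ancestral pool alone gave 6.25% to 20.6% within a line in the enumeration. Pooled over landscapes, 1377 positions were listed in both lines, with 565 in CG, 203 in CHG and 609 in CHH, against a mean of 56.9 and a maximum of 83 in random lists (p = 0.001 by resampling instead of exact enumeration, the smallest possible). Of these, 263 lay in CT runs. Positions within 50 bp numbered 7283, against a random mean of 1259, and with the restriction to small p-values 71 positions were shared, against 3.01. In all 6 lists there were 3 positions, each in CHH.

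The study asked whether DMCs occur in clusters, and the distances between neighbouring DMCs address this. In CVL39, 19.9% ± 0.532 (SD, n = 3) of neighbouring DMCs were less than 100 bp apart, against 1.15% in random lists. In CVL125 the share was 23.9% ± 4.56 (SD, n = 3), against 1.06%. Each list exceeded all of its 100 random draws (p = 0.01 by resampling instead of exact enumeration for each of 6 lists, the smallest possible and the same after adjustment). With the restriction to small p-values, the shares fell to 9.37% in CVL39 and 20.2% in CVL125. The random means fell as well, to 0.222% and 0.211%. Without CT runs the shares were 19% ± 0.313 and 18.6% ± 1.21 (SD, n = 3 each), and the order of the lines was reversed. Of CHH pairs at most 50 bp apart outside CT runs, 93.9% lay on the same strand, against 52.9% of pairs of random cytosines.

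The location of DMCs relative to genes was examined for protein-coding gene bodies. In CVL39, 78.5% ± 0.726 (SD, n = 3) of CG DMCs lay in gene bodies, and in CVL125 79.4% ± 4.23 (SD, n = 3), where gene bodies hold 59.1% of CG cytosines. The highest share in any random draw was 62% (p = 0.01 by resampling instead of exact enumeration for each of 6 lists, the smallest possible and the same after adjustment). The lines differed by −0.906 percentage points (exact permutation p = 0.8, adjusted 0.8). In size this was less than the SD of the CVL125 populations and more than that of the CVL39 populations. The difference without landscape 6 was −3.08 percentage points. The sign changed to 0.261 percentage points without chromosome 2. The other contexts showed the opposite placement. Gene bodies held 15.6% ± 0.595 of CHG DMCs in CVL39 and 16.2% ± 1.8 in CVL125 (SD, n = 3 each), compared with 65.5% of CHG cytosines, and 21.8% ± 0.136 and 27.6% ± 5.36 of CHH DMCs, compared with 56.7% of CHH cytosines.

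At least 1 position listed in all 3 landscapes was found in 616 genes of CVL39 and 450 genes of CVL125. The 5 genes of CVL39 with the most such positions were ATCSLA09 (AT5G03760), PNG1 (AT5G49570), AT1G10610, the pseudogene AT2G04130 and SPPL2 (AT1G63690). ATCSLA09, on chromosome 5 from 985622 to 990630, had 5 such positions, each exonic and in CHH, between 990441 and 990451. Its lists held 5, 7 and 6 DMCs in CVL39 landscapes 1, 5 and 6 and 0 in each CVL125 list. PNG1, on chromosome 5 from 20111859 to 20116269, had 5 such positions outside exons, from 20116027 to 20116041, and all of them lay in a CT run. AT1G10610, on chromosome 1 from 3506186 to 3509006, had 4 exonic CHH positions in all CVL39 lists and 10 in all CVL125 lists, again all in a CT run. Without CT runs, the distinct positions fell from 23 to 4 in PNG1 and from 13 to 2 in AT1G10610 in CVL39, and from 22 to 1 in AT1G10610 in CVL125. AT2G04130, on chromosome 2 from 1389158 to 1390976, had 4 exonic CHH positions. SPPL2, on chromosome 1 from 23618012 to 23622396, had 3 CG positions, of which 2 were exonic.

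In CVL125, AT1G10610 ranked first and was followed by the transcribed pseudogene AT1G27560, the pseudogenes AT3G30837 and AT5G29022, and AT1G27550. AT1G27560 (chromosome 1, 9570855 to 9571987) had 4 exonic positions, 3 in CHG and 1 in CHH. AT3G30837 (chromosome 3, 12567174 to 12569997) had 4 exonic CG positions between 12569839 and 12569865. Its lists held 6, 6 and 4 DMCs in CVL125 and 1, 0 and 0 in CVL39. AT5G29022 (chromosome 5, 11047199 to 11050909) had 4 exonic CG positions, and AT1G27550 (chromosome 1, 9568813 to 9569330) had 3 exonic positions, 1 in CG and 2 in CHG.

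Of the 12 genes fixed from the text of the study, FT, FRI, CCA1 and AP1 had no DMC in any list, and since depth is unknown these zeros do not bound the methylation differences there. AT2G06002, a non-coding RNA gene on chromosome 2 from 2330776 to 2331479, had 1 DMC in CVL125 landscape 1, 2 in landscape 5 and 0 in landscape 6, and 0 in each CVL39 list. With 1 kb on both sides it had 3 distinct positions in CVL125 and 2 in CVL39. Its neighbour AT2G06000 had 3 distinct positions in CVL125 and 2 in CVL39, and its other neighbour FIP1 (AT2G06005) had 1 and 2. AT2G25050, on chromosome 2 from 10653683 to 10660558, had 8 distinct positions in CVL39, 6 of them in CHG, and 5 in CVL125, 4 of them in CHG. FPA (AT2G43410), on chromosome 2 from 18025247 to 18031255, had 9 distinct positions in CVL125 and 3 in CVL39, all in CG, and with 1 kb on both sides 18 and 3 in any context. LHY, GI and CO each had 0 to 2 DMCs per list.

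FPA lies in the part of chromosome 2 where CVL125 lists were richest in CG DMCs. This part was singled out after its values were seen. The 5 windows of 100 kb with the most CG positions listed in at least 2 CVL125 landscapes, 20 to 39 each, were consecutive, from 17800001 to 18300000. The next richest window of the genome had 10. The segment, with 162 protein-coding genes, held 224, 226 and 49 CG DMCs outside CT runs in CVL125 landscapes 1, 5 and 6, and 19, 29 and 29 in CVL39. Per CG cytosine this was 7.74 ± 3.02 times the rest of the genome in CVL125 and 1.11 ± 0.149 times in CVL39 (SD, n = 3 each; exact permutation p = 0.1, the smallest possible). CHG DMCs were below the rest of the genome on the segment in every list, at 0.0933 to 0.174 times in CVL39 and 0.215 to 0.27 times in CVL125, with 1 or 2 DMCs per list.

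**Figure D4:**
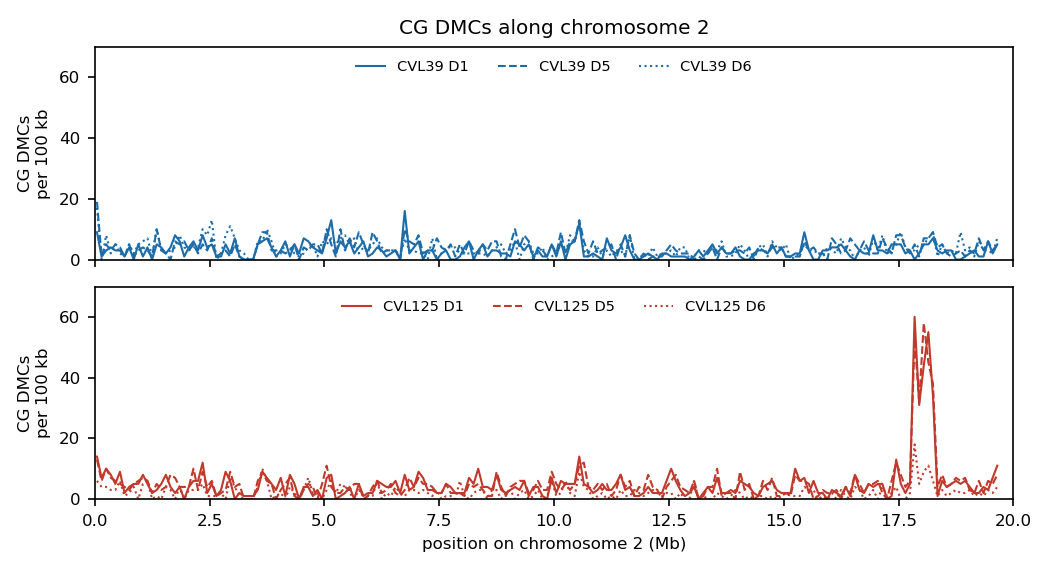
Lines give CG DMCs per 100 kb window against position in Mb on chromosome 2, with 1 line per list, CVL39 above and CVL125 below. A peak between bases 17800001 and 18300000 appears in the 3 CVL125 lists and in no CVL39 list.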

Values the study reported

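From deeper sequencing of individual plants, the study reported 30,567 differentially methylated cytosines found in CVL39 alone, 16,863 found in CVL125 alone and 827 common to the lines. The CG context held 90% of those of CVL39 and 93% of those of CVL125, compared with 13% of the genome's cytosines. For CVL125, the study reported 59 such cytosines in the non-coding RNA gene At2g06002 and 77 in the CG context in FPA. It also described a stretch of chromosome 2 of about 480 kb at which the CVL125 population still carried both parental alleles.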

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

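All tests in this part were chosen after the result was seen. A closer look was given to 2 signals in data that no comparison of the report used, the listed positions in the chloroplast and in the mitochondrion.

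The 6 lists held 338 chloroplast positions, from 27 in CVL125 landscape 6 to 79 in CVL125 landscape 5, and every one fell on a cytosine of the stated strand. CG took 9.17% of them (31 of 338, exact Clopper-Pearson interval 6.32% to 12.8%), CHG 10.1% and CHH 80.8%. Among all chloroplast cytosines the shares were 16.6% for CG, 13.7% for CHG and 69.8% for CHH, while CG took 44.7% of the nuclear DMCs. The excess of CG seen among nuclear DMCs was thus absent. Base or conversion errors that fall on all cytosines alike would give CG its share among chloroplast cytosines, and the pooled 9.17% was below that share. Per list the CG share ran from 4.76% to 18.5%, with 5 of 6 lists below 16.6% (exact sign-flip permutation test, two-sided, p = 0.0625, where the smallest possible p is 0.0312). For these positions, such errors and other sources cannot be told apart, because the lists spread widely and neighbouring calls are not independent. Errors that depend on the sequence context and nuclear copies of chloroplast sequence were not tested and stay open. The study treats the chloroplast genome as unmethylated, which argues against a real change there, with or without selection. Per list, 0.0537% to 0.159% of chloroplast CHH cytosines were listed, against 0.00933% to 0.0168% of nuclear ones. Depth is unknown, so these are not error rates. Calls of the same source were not ruled out among nuclear CHH DMCs.

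The lists also held 253 mitochondrial positions, from 30 to 68 per list. Only 19.4% to 26.5% of those of a list fell on a cytosine of the stated strand in the reference mitochondrial sequence, against more than 99% of nuclear positions. The coordinates and the reference sequence thus did not match for the mitochondrion, contexts could not be assigned, and neither a technical nor a biological explanation was tested.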

How the results depend on the processing

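The main settings and most alternatives were chosen before the data were examined. Leaving out CT runs, random cytosines from the same 100 kb window, keeping all listed positions and, for distances, leaving out each landscape were added after the results were seen. No comparison between lines reached a p of 0.05 under any setting, and 3 populations against 3 cannot go below an exact permutation p of 0.1, so these p-values say nothing about stability.

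The difference in DMC number, 898.7 more in CVL39, was reversed to −46 with p-values at least 10 times smaller than the largest of a list. It ranged from −1378 to 2078 across the 3 settings that each left out 1 landscape, and was negative only without landscape 6, whose CVL125 list is the shortest. The difference in CG share, 2.84 percentage points, ranged from −0.377 without landscape 6 to 4.85 across the same 3 settings. It was 11.8 with the smaller p-values and 0.0136 without CT runs, where lists of CVL125 lay on both sides of those of CVL39. The difference in gene-body share, −0.906 percentage points, was reversed to 0.261 without chromosome 2 and ranged from −3.08 to 0.363 across the settings that left out 1 landscape, with 0.000481 without landscape 1. The cause of the reversals with smaller p-values and without chromosome 2 was not tested.

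Positions in all 3 lists of a line numbered 748 in CVL39 and 639 in CVL125, and 1377 positions were shared by the lines. With the smaller p-values these counts were 137, 63 and 71. With positions within 50 bp they were 3007, 3134 and 7283. Leaving out 1 landscape gave 1926 to 2141 positions in CVL39 and 1359 to 3623 in CVL125, where only 2 lists remain to be shared, and 639 to 871 between lines. These changes follow from fewer positions or lists, or from a wider match. In every setting with a resampling test the counts stayed above all random draws. The shares of neighbouring DMCs under 100 bp also stayed above all random draws, at distance limits of 50 and 200 bp and under every other alternative tried for them.

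Drawing random cytosines from the same 100 kb window raised the random mean for positions shared by the lines from 56.9 to 97.4. Among the counts per named gene and line, 9 changed by more than a factor of 1.5 with 1 kb on both sides of the gene. FPA in CVL125, from 9 to 18, was among them. Without CT runs, 4 counts changed by more than this factor. Smaller changes with 1 kb on both sides, such as AT2G04130 in CVL39 from 22 to 28, are not included in the 9.

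Blocking by landscape number, which pairs CVL39 with CVL125, gave the same differences of 898.7 DMCs (exact sign-flip permutation p = 1), 2.84 percentage points in CG share (p = 0.75, exact) and −0.906 percentage points in gene-body share (p = 1, exact), where the smallest possible p is 0.25. In the study, both lines were present in the same landscapes, so the numbers pair the samples by design. Similarity of the lines within a landscape was described by correlating deviations from the line mean over 240 windows. The correlations were −0.218, 0.262 and −0.142 for landscapes 1, 5 and 6. They differed in sign, and the block was not used elsewhere. They describe DMC counts only and cannot show that the pairing is absent. The main tests between lines leave this pairing out.

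A minimum of 10 reads, a minimum methylation difference of 50 percentage points and a Bonferroni correction of a Fisher's exact test per cytosine were not run, because the lists hold no reads or levels. Unknown depth limits every absent call: a cytosine missing from a list may have been unchanged or untested. The 137 positions left in CVL39 with the smaller p-values show that recurrence counts depend on where a list ends. Those lists held 1823 to 2372 DMCs, against 11266 to 12750 in the main setting. The lower count therefore does not show that a smaller share of calls recurred.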

Other observations

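Except for the rate of listed cytosines beside CT runs, which was predicted before it was computed, all tests in this part were chosen after the result was seen.

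CVL125 landscapes 1 and 5 shared 1640 CHH positions, and 56.3% of them lay in runs of CT dinucleotides, against at most 19.8% of the CHH positions shared by any other pair within a line. Of the CHH positions that landscapes 1 and 5 shared with CVL39 lists, 46.7% to 69.7% lay in runs. For CVL125 landscape 6 with CVL39 lists it was 15.6% to 23.9%. Calls in runs thus also recurred between lists with separate ancestral pools. If methylation of the surrounding region had changed, CHH cytosines beside the runs would be listed about as often as those inside. Within 50 bp of listed runs in CVL125 landscapes 1 and 5 together, 2.21% of CHH cytosines were listed. The rate was 3.04% on the same strand and 0.16% (5 of 3119) on the other. Inside the runs, with 1 listed cytosine per run left out, it was 23.5% in landscape 1 and 23.8% in landscape 5. Both flank rates were nevertheless above the share listed among all CHH cytosines outside CT runs, 0.0121% in landscape 1 and 0.0124% in landscape 5. The values argue against a change of CHH methylation over the whole region as the only source, and leave a smaller contribution open. A candidate explanation for the larger CHH overlap is the way reads over such repetitive stretches were converted, aligned or counted in these libraries or in their ancestral pool. A methylation change limited to the runs themselves was not tested and stays open. PNG1 and AT1G10610 owe most of their listed positions to such runs.

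On chromosome 2 from 17800001 to 18300000, CG DMCs per CG cytosine were at least 4.44 times the rest of the genome in each CVL125 list and at most 1.2 times in each CVL39 list. CHH DMCs were at most 0.377 times the rest in CVL125 and at most 0.495 times in CVL39. Base differences between the parental haplotypes cannot be judged from this. An unmethylated cytosine is read as thymine in any case, so a C to T difference alters calls only at methylated cytosines. Methylation levels are unknown here. More reads on the segment would raise calls in CHG and CHH over those of CVL39 as in CG. This assumes that reads act alike in each context, which was not tested. Pooled over landscapes, 19 CHG and CHH DMCs of CVL125 and 20 of CVL39 lay on the segment, an odds ratio of 1.13 (exact conditional interval 0.569 to 2.23), against 7.51 (5.89 to 9.69) for CG. Positions shared by lists of a line were counted once per list, so the intervals may be too narrow. CHG alone, with 6 and 4 DMCs, decides nothing (0.445 to 9.05). If reads act alike in each context, the odds ratios argue against more reads as the whole cause of the CG excess. Base differences stay open. The study describes a region of this chromosome where both parental haplotypes were still present in CVL125. Parental haplotypes with different CG methylation, in different proportions in pools of 4 plants, may account for the pattern. The value of 4.44 does not bear on this, since the segment was chosen for its CG positions in CVL125. The study genotyped CVL125 plants in its region and describes the haplotype proportions as unchanged by selection. The pools were not genotyped here, so haplotypes and other causes specific to CVL125 cannot be told apart for this segment. The CG DMCs of FPA in CVL125 lie on this segment and are open to the same reading.

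Shared positions within a line can arise because the 3 lists were made against the same ancestral pool. The cytosine on the other strand of the same site is covered by other reads, so it carries less of this dependence. Only DMCs whose site has a cytosine of the same context on the other strand were counted. For CHG, the other-strand cytosine of a DMC was listed in another landscape of the line in 0.474% of cases and in lists of the other line in 0.414%, although the same cytosine was listed in 11.3% and 1.31%. The CHG overlap is thus consistent with the shared ancestral pool as its main source. The reach of this test is limited in CHG, since even within a list the other-strand cytosine was listed in only 0.401% of cases, against 3.38% in CG. For CG, the other-strand cytosine was listed in 2.35% of cases within the line and 0.488% in the other line, with 21.7% and 1.88% for the same cytosine. This argues against the sampling of reads in the shared pool as the whole cause of CG overlap. It does not bear on which 4 plants made up that pool. The rest may include differences between the ancestral pool and all descendants that the pooling of 4 plants produced, as well as changes common to the selected populations, and these were not tested.

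CVL125 landscape 6 had the shortest list, and CG DMCs were fewer relative to the other CVL125 lists than CHG DMCs were, with 2711 against 5431 and 6713 in CG and 1675 against 2097 and 2107 in CHG. Lower read depth would make small p-values rarer in every context. Among its CHG DMCs 7.64% had a p-value under 0.005 (upper exact bound 9.02%), and the lower of the other CVL125 lists had 9.06% (lower exact bound 7.87%). The share was 14.3% against 25.4% and 29.2% in CG, and 8% against 18.9% and 19.8% in CHH, which goes with low depth, although the CHH values of the other lists include many positions in CT runs. For landscape 6, low depth and fewer differences cannot be told apart, because the CHG bounds overlap and the lists hold no depths.

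Neighbouring DMCs lay mostly on the same strand. Of CHH pairs at most 50 bp apart outside CT runs, 93.9% were on the same strand, against 52.9% of random pairs. Of chloroplast pairs at most 50 bp apart, in any context, 91% were on the same strand. In CG the share was 76.3% and in CHG 85.4%. The same reads covering neighbouring cytosines may explain part of the clustering under 100 bp. Strand-specific CHH methylation and errors that depend on the sequence were not tested and stay open.

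The window of chromosome 3 from 13500001 to 14000000 held 265.3 ± 30.2 DMCs in CVL39 and 74.3 ± 18.2 in CVL125 (SD, n = 3 each). No explanation was tested for it.

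Some values differ from those quoted from the study. The CG share of DMCs here was 45.5% in CVL39 and 42.7% in CVL125. Those are lower than the values quoted from the study above. Positions listed in CVL39 alone numbered 29934 here, close to the quoted value, but the counts are not alike. Here an unadjusted p-value of at most 0.05 in any list was enough, and 26740 of 31311 CVL39 positions were in 1 list only. The study required a significant adjusted difference between ancestral and selected plants, and none among the selected populations. The same applies to the other counts compared here. Positions listed in CVL125 alone numbered 26817 here. That is higher than the value quoted from the study above. The lines shared 1377 positions. That is higher than the value quoted from the study above. AT2G06002 had 2 distinct positions in CVL125. That is lower than the value quoted from the study above. The gene body of FPA had 9 distinct CG positions in CVL125, and the gene with 1 kb on both sides had 18 in any context. Both are lower than the value quoted from the study above. The causes of these differences were not tested.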
